A study of Mus musculus with 6 samples.

How the data were processed

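Liver mRNA was measured in 6 female C57BL/6 mice aged 16 weeks, 3 wild type (WT) and 3 carrying LXRα-S196A, after 6 weeks on a high fat, high cholesterol diet. The groups and the replicate numbers 1 to 3 were taken from the sample descriptions. Each group has its own replicates 1, 2 and 3, so the pairing used in the replicate block below comes only from those numbers, and no label says that same-numbered mice were related or handled together. The sample codes in the titles begin with one letter in all WT mice and another in all S196A mice; what the letters stand for is not stated, so anything they record coincides with genotype.

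Per the labels' protocols, livers were stored in a stabilising solution, RNA was taken up in Trizol, polyadenylated RNA was captured on oligo-dT beads, and stranded libraries were amplified for 12 PCR cycles. The deposited values were whole-number counts per gene symbol, one column for each mouse. Besides 24421 gene symbols, each library carried a tally of reads without a feature and a tally of ambiguous reads, which were left out of all tests. The aligner, the counting program, the genome build and the annotation behind the counts are not stated in the labels or in the deposited tables, so no genomic positions are given. Ambiguous reads were tallied apart, but how reads mapping to several genes were treated is not stated.

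Gene counts per library ran from 12316281 to 14621187. A floor of 3 counts corresponded to 0.205 to 0.244 counts per 1000000 gene counts (CPM). Amplified reads without molecular identifiers are not independent molecules, so such floors cover counting error only.

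Genes were kept by filterByExpr with its default minimum count of 10, which left 12861 genes. Libraries were scaled by TMM (trimmed mean of M values), and all CPM values were computed on the TMM-scaled library sizes. The 2 genotypes were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Standard errors of log2 fold changes were taken as the size of the change over the square root of the quasi-likelihood F. For single genes a two-sided exact permutation test of CPM was also run, which cannot give a p-value under 0.1 with 3 mice against 3.

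Comparison gene sets, 7 in number, were written by hand before the data were examined, as were the grouping, the test, most of the alternatives and the rule for naming genes. They were tested with camera (limma 3.58.1, inter-gene correlation 0.01, two-sided), adjusted over the 7 sets, and the value reported for a set is the median log2 fold change of its tested genes. Genes were named by a fixed rule. The edited gene Nr1h3 came first, followed in each direction by the 6 genes with the largest change among those with an adjusted p-value under 0.05, a mean of at least 2 CPM and every S196A mouse beyond every WT mouse. From each set at most 3 members with an adjusted p-value under 0.05 were added, and Abca1, Abcg1, Srebf1, Scd1, Cyp7a1, Ces1f and Col1a1 were named whatever their change. One gene that met the rule is not reported here.

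The procedure was tested on simulated data, with counts drawn for the same 12861 genes and 200 of them changed, in 3 simulations at each fold change. It recovered 0.167% of genes changed 1.5-fold, 38.5% of those changed 2-fold and 90.3% of those changed 4-fold. The share of false calls, averaged over the simulations, was 9.02% at 2-fold and 7.82% at 4-fold. At 1.5-fold it called 2 genes on average, and that averaged share was 88.9%.

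Alternatives were the size factors of DESeq2 (RLE) or upper quartile scaling inside edgeR, no filter beyond 1 count, a mean of at least 50 counts, the DESeq2 Wald test (DESeq2 1.42.0), limma-voom with and without sample quality weights, a robust prior, the replicate number as a block, other thresholds, camera with the correlation estimated for each set, the fry rotation test, and leaving out each mouse in turn. A correction for GC content and transcript length, alone and with the replicate block, was added after the data were examined. It removed each sample's loess trends through offsets. GC content and length came from GENCODE M21 transcripts, to which 98.4% of the gene symbols matched, and 99.5% of tested genes had both. That annotation was also used to list the genes nearest Nr1h3 and to find 50-base windows that a named gene's longest transcript shares with other genes, where a read could be assigned to either.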

Results

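LXRα, encoded by Nr1h3, is a nuclear receptor that binds oxidised cholesterol derivatives and regulates lipid genes. Mice labelled S196A carry a form in which a phosphorylated serine is replaced by alanine. Poly(A) RNA from the livers of 3 WT and 3 S196A female mice was sequenced after both groups had eaten a diet rich in fat and cholesterol that contained cocoa butter, cholesterol and sodium cholate. The comparison asked how hepatic transcripts differed without phosphorylation at this site, with WT mice as controls. No mice on another diet were analysed here, so the response to the diet itself was not measured.

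The libraries held 14275229, 12835081 and 12779966 gene counts in WT replicates 1 to 3, and 12316281, 12892269 and 14621187 in S196A replicates 1 to 3. Reads without a feature made up 11.5% ± 1.67 of the WT libraries and 12.8% ± 0.491 of the S196A libraries (SD, n = 3 each), and ambiguous reads 0.721% ± 0.0503 and 0.729% ± 0.0310. At least 1 count was seen for 15680 ± 67.4 genes in WT and 15536 ± 282 in S196A. The 10 most abundant genes took 19.2% ± 1.63 and 19.7% ± 0.561 of gene counts. Xist was counted in every library, at 2410 to 7386 reads, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a count of 0 in each.

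Samples of one group had a mean Spearman correlation of 0.976 across genes (0.967 to 0.984). For samples of opposite genotype it was 0.967 (0.961 to 0.978) if same-numbered and 0.969 (0.954 to 0.980) if differently numbered. These ranges overlapped. WT replicate 1 was closer to S196A replicate 2 (0.980) than to WT replicate 2 (0.978) or WT replicate 3 (0.975). The chi-square statistic per degree of freedom between mice of one group ranged from 18.4 to 47.9, so no pair agreed within sampling noise. The first principal component of log2 CPM carried 41.9% of the variance and placed all WT mice on one side of all S196A mice. On the second, with 21.7%, the groups overlapped.

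**Figure D1:**
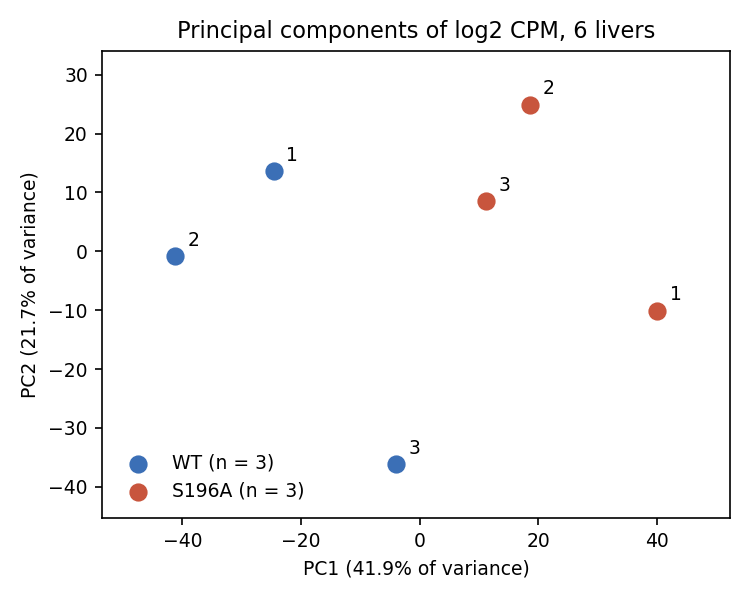
First and second principal components of log2 CPM, with one point for each liver and colours for genotype; the axes give 41.9% and 21.7% of the variance. The 3 WT livers lie at lower values of the first component than the 3 S196A livers, and the groups overlap along the second.

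Nr1h3 mRNA was examined first. It had 518, 535 and 524 counts in the WT libraries and 710, 591 and 809 in the S196A libraries, or 37.6 ± 4.02 and 56.0 ± 7.49 CPM (SD, n = 3 each). The log2 fold change was 0.57 (SE 0.15) with an edgeR adjusted p-value of 0.103. Every S196A mouse was above every WT mouse, and the two-sided exact permutation p-value was 0.1, the smallest that 3 against 3 allows. With the replicate block the log2 fold change was 0.57 with an adjusted p-value of 0.235. The alternative that moved it most, leaving out S196A replicate 1, gave 0.47 with an adjusted p-value of 0.284, and the GC and length correction gave 0.67 with an adjusted p-value of 0.0490. The amino acid change itself cannot be read from gene counts, so the genotype labels were not checked by these data.

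Of 24421 gene symbols, 17348 had a count in at least 1 library and 12861 were tested. In edgeR's quasi-likelihood test, 112 genes had an adjusted p-value under 0.05, of which 36 were raised and 76 lowered in S196A livers. In all 112, every S196A mouse lay beyond every WT mouse. The median size of their log2 fold changes was 1.47 (0.62 to 3.71), and 92 changed at least 2-fold. The biological coefficient of variation was 20.9%. Without adjustment 2115 genes had a p-value under 0.05 (890 raised, 1225 lowered), where 5% of the genes tested would be 643. Most calls lay close to the threshold, since 96 of the 112 (85.7%) had adjusted p-values of 0.03 or more. At this threshold the count depended strongly on the processing, from 0 genes when WT replicate 1 or 2 was left out (2007 and 1591 genes at an unadjusted p-value under 0.05) to 698 in the DESeq2 Wald test. With the replicate block, 17 genes passed (7 raised, 10 lowered), 1708 had an unadjusted p-value under 0.05, and all 112 kept their direction. The separation of the groups in all 112 made that direction nearly certain beforehand. The deviations of same-numbered mice from their group means had a mean correlation of -0.088 over 3 pairs. Over the 6 differently numbered pairs it was 0.047. Deviations sum to 0 within a group, so these averages offset each other and are not separate evidence. Over all genes the numbers gave no sign of mice that deviated together, which does not cover single genes.

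**Figure D2:**
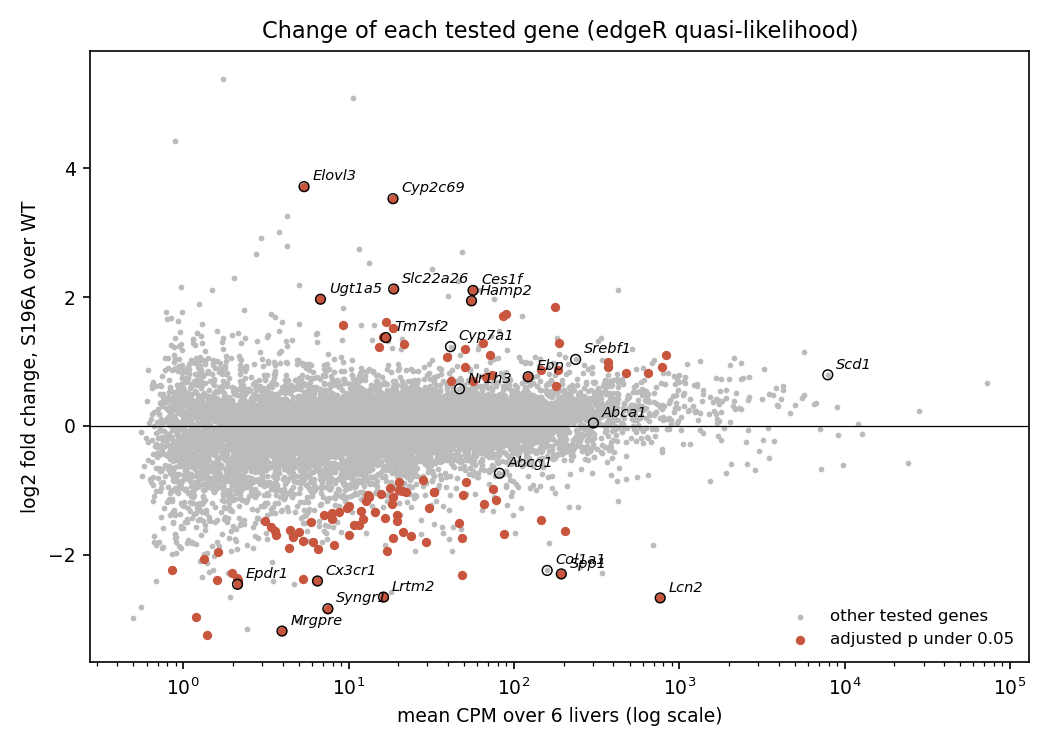
Log2 fold change (S196A over WT) of each of the 12861 tested genes against mean CPM over 6 livers on a log scale, with genes at an edgeR adjusted p-value under 0.05 in colour. The 36 raised and 76 lowered genes reach log2 fold changes of 3.71 and -3.19 among those named.

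Of the called genes, 105 met the naming rule (36 raised, 69 lowered). Among raised genes the largest change was that of Elovl3, from 0.740 ± 0.372 to 10.02 ± 6.19 CPM (SD, n = 3 each, as for all genes below), a log2 fold change of 3.71 (SE 0.55, adjusted p-value 0.0355). Cyp2c69 rose from 2.95 ± 0.948 to 34.2 ± 22.04 CPM (log2 fold change 3.53, SE 0.48, adjusted p-value 0.0333). Slc22a26 went from 6.96 ± 2.86 to 30.5 ± 6.65 CPM, a log2 fold change of 2.12 (SE 0.30, adjusted p-value 0.0355). Ces1f, a carboxylesterase gene, rose from 21.4 ± 3.32 to 91.8 ± 29.6 CPM (log2 fold change 2.10, SE 0.24, adjusted p-value 0.0219). Ugt1a5 rose by 1.97 on the log2 scale (SE 0.22, adjusted p-value 0.0219) and Hamp2 by 1.94 (SE 0.28, adjusted p-value 0.0355). With the replicate block, Elovl3, Slc22a26 and Ces1f kept an adjusted p-value under 0.05, at 0.0395 each, whereas Cyp2c69 and Ugt1a5 (0.0560 each) and Hamp2 (0.0824) did not. Some of these genes share sequence with relatives. Of the 50-base windows of the longest transcript, 54.8% in Cyp2c69, 64.0% in Ugt1a5 and 15.5% in Hamp2 also occur in other genes, among them Cyp2c40, Ugt1a2 and Hamp, so which copy changed is uncertain for these 3.

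Among lowered genes, Mrgpre fell from 7.14 ± 0.633 to 0.781 ± 0.473 CPM (log2 fold change -3.19, SE 0.39, adjusted p-value 0.0262) and Syngr1 from 13.2 ± 3.56 to 1.81 ± 0.425 CPM (-2.84, SE 0.30, adjusted p-value 0.0219). Lcn2 was the most abundant of this group, at 1325 ± 699 CPM in WT and 207 ± 85.8 in S196A (log2 fold change -2.67, SE 0.48, adjusted p-value 0.0491). Lrtm2 had a log2 fold change of -2.66 (SE 0.38, adjusted p-value 0.0355), Epdr1 of -2.46 (SE 0.43, adjusted p-value 0.0462) and Cx3cr1, a chemokine receptor gene, of -2.41 (SE 0.34, adjusted p-value 0.0355). With the replicate block, adjusted p-values were 0.0486 for Mrgpre and 0.0395 for Syngr1 and Cx3cr1, but Lcn2 and Epdr1 (0.107 each) and Lrtm2 (0.0727) no longer passed. Lcn2 missed the threshold in 12 of 17 alternatives. Fewer than 1% of the windows of these 6 genes occurred in other genes.

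**Figure D3:**
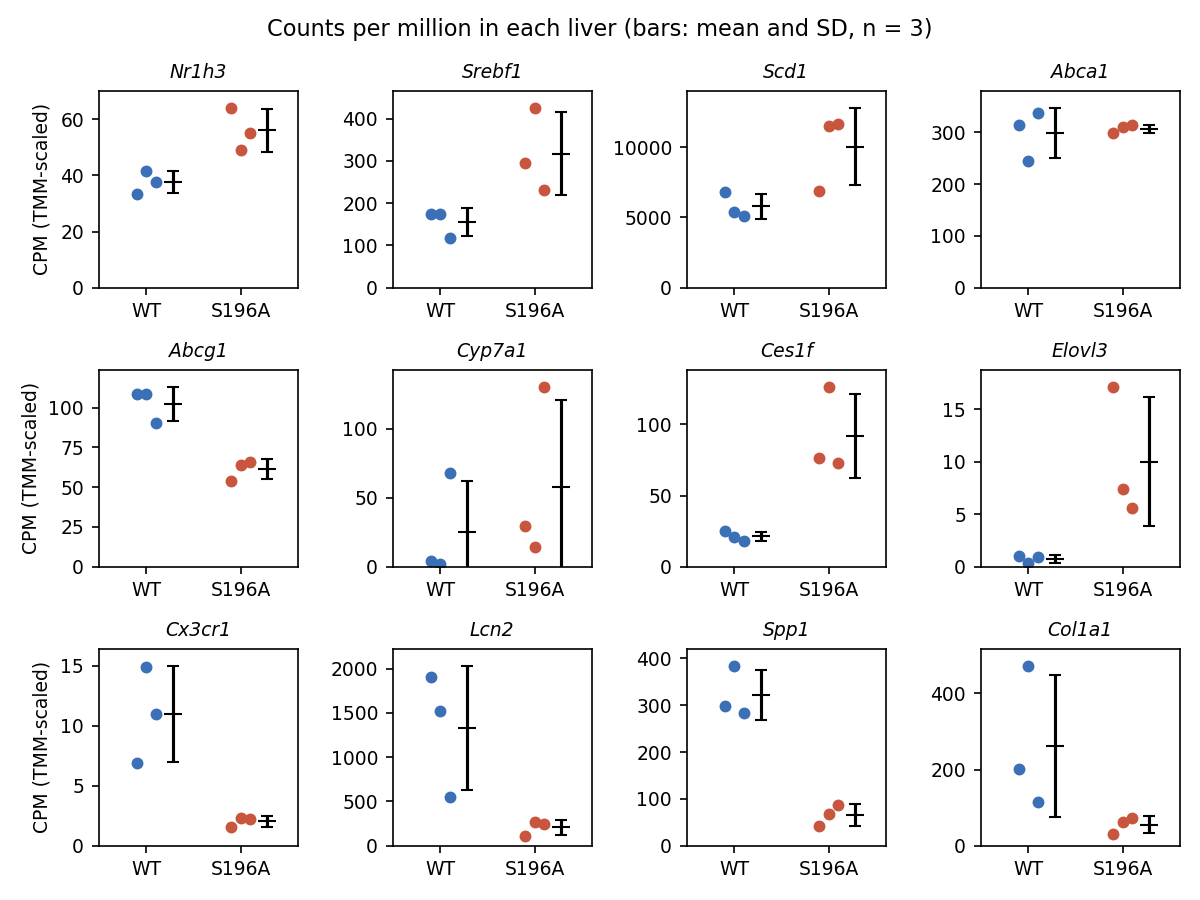
TMM-scaled CPM of named genes in each liver, with points for single mice and bars for the mean and SD of 3 WT and 3 S196A mice; each panel has its own axis starting at 0. Ces1f and Spp1 show no overlap between genotypes, whereas the mice overlap for Abca1 and Cyp7a1.

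Comparison sets were then examined for shifts of whole processes, the first being LXR targets. Of 24 tested targets, 17 were higher and 7 lower in S196A livers, with a median log2 fold change of 0.31 and a camera adjusted p-value of 0.0152. When camera estimated the correlation within the set, the adjusted p-value became 0.108. With the replicate block the median was 0.36 (camera adjusted p-value 0.00295). Hepatocyte markers in general had a median of 0.37 without the block, so the set did not rise beyond them. Abca1, at 298 ± 48.3 and 307 ± 8.04 CPM, differed by less than the spread between mice (log2 fold change 0.04, SE 0.14, adjusted p-value 0.920), and its sign changed between alternatives. Abcg1 was lower in every S196A mouse (log2 fold change -0.74, SE 0.14) with an adjusted p-value of 0.0521, just above the threshold. It passed in 8 of 17 alternatives, among them upper quartile scaling (0.0375), no filter (0.0315) and the robust prior (0.0451), and its adjusted p-value with the replicate block was 0.124.

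Srebf1 rose from 155 ± 33.5 to 317 ± 98.4 CPM (log2 fold change 1.03, SE 0.24, adjusted p-value 0.0849) and Scd1 from 5790 ± 901 to 10021 ± 2740 CPM (0.79, SE 0.24, adjusted p-value 0.146). With the replicate block the adjusted p-values were 0.0844 and 0.310, and in the DESeq2 Wald test both passed, at 0.00217 and 0.0140. Neither passed the threshold in edgeR, although every S196A mouse exceeded every WT mouse (exact permutation p-value 0.1 for both). Across the fatty acid synthesis set, 17 of 19 genes were higher, with a median of 0.44 and a camera adjusted p-value of 1.31e-07 that became 0.0628 with the estimated correlation. No single member passed in edgeR without the block (0 of 19, 9 at an unadjusted p-value under 0.05). The set's median with the replicate block was 0.47 (adjusted p-value 1.68e-10). Thrsp passed in that fit, with an edgeR adjusted p-value of 0.0395 against 0.0531 without the block.

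The cholesterol synthesis set barely moved, with a median log2 fold change of 0.09 over 23 genes (16 higher, 7 lower). Its camera adjusted p-value was 0.0112, which became 0.182 with the estimated correlation, and its median fell to -0.01 when S196A replicate 3 was left out. The replicate block gave a median of 0.08 (adjusted p-value 0.00803). Within it, 2 genes passed in edgeR. Tm7sf2 rose from 9.37 ± 0.574 to 24.2 ± 4.85 CPM (log2 fold change 1.37, SE 0.18, adjusted p-value 0.0333), and Ebp from 90.5 ± 7.24 to 153 ± 19.3 CPM (0.76, SE 0.14, adjusted p-value 0.0466). Neither passed with the replicate block, at adjusted p-values of 0.0727 and 0.108.

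All 30 genes of the fibrosis and matrix set were lower in S196A livers, with a median log2 fold change of -1.26. The camera adjusted p-value was 3.28e-28 at the fixed correlation and 0.108 with the estimated one, so that value depended on the correlation assumed. The paired fit with the replicate block had a median of -1.20 (adjusted p-value 5.09e-36). Spp1 was the 1 member past the edgeR threshold, at 322 ± 53.5 CPM in WT and 65.2 ± 23.4 in S196A (log2 fold change -2.30, SE 0.27, adjusted p-value 0.0219, and 0.0395 with the replicate block), and 26 members had an unadjusted p-value under 0.05. Col1a1 varied widely among WT mice, at 262 ± 186 CPM against 55.2 ± 22.3 in S196A (log2 fold change -2.25, SE 0.51, adjusted p-value 0.0792, and 0.107 with the replicate block). It passed with no filter (0.0344), in the DESeq2 Wald test (0.0253) and without WT replicate 3 (0.0389).

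In the inflammation set 30 of 35 genes were lower and 5 higher, with a median of -0.47 and a camera adjusted p-value of 2.48e-09 (0.108 with the estimated correlation, and a median of -0.47 with the replicate block). The mice overlapped, however. The median log2 deviation of its genes from the mean of all livers was 0.118 in S196A replicate 3, above 0.104 in WT replicate 2. The members past the edgeR threshold were 2, Lcn2 and Cx3cr1. The bile acid handling set had a median of 0.51, with 15 of 20 genes higher and a camera adjusted p-value of 0.000327. That became 0.205 with the estimated correlation and 0.125 in the fry rotation test, and the replicate block gave a median of 0.54. By the same deviation the mice overlapped here too, with WT replicate 3 at 0.026 and S196A replicate 3 at -0.040. None of its genes passed in edgeR (0 of 20, 9 at an unadjusted p-value under 0.05). Cyp7a1, in this set, had 4.27, 2.10 and 68.02 CPM in WT replicates 1 to 3 and 29.3, 14.3 and 130 CPM in S196A replicates 1 to 3. Without pairing, its log2 fold change of 1.23 (SE 1.18, adjusted p-value 0.674, exact permutation p-value 0.5) did not exceed the spread between mice. Replicate 3 was the highest in both groups and each S196A mouse exceeded the WT mouse of the same number, and with the replicate block the log2 fold change was 2.05 with an adjusted p-value of 0.0923, still above the threshold. For lipid droplet genes the median was 0.25 over 15 genes (10 higher, 5 lower), with a camera adjusted p-value of 0.517 and a median of 0.23 with the replicate block. No member passed in edgeR (0 of 15, 4 at an unadjusted p-value under 0.05).

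**Figure D4:**
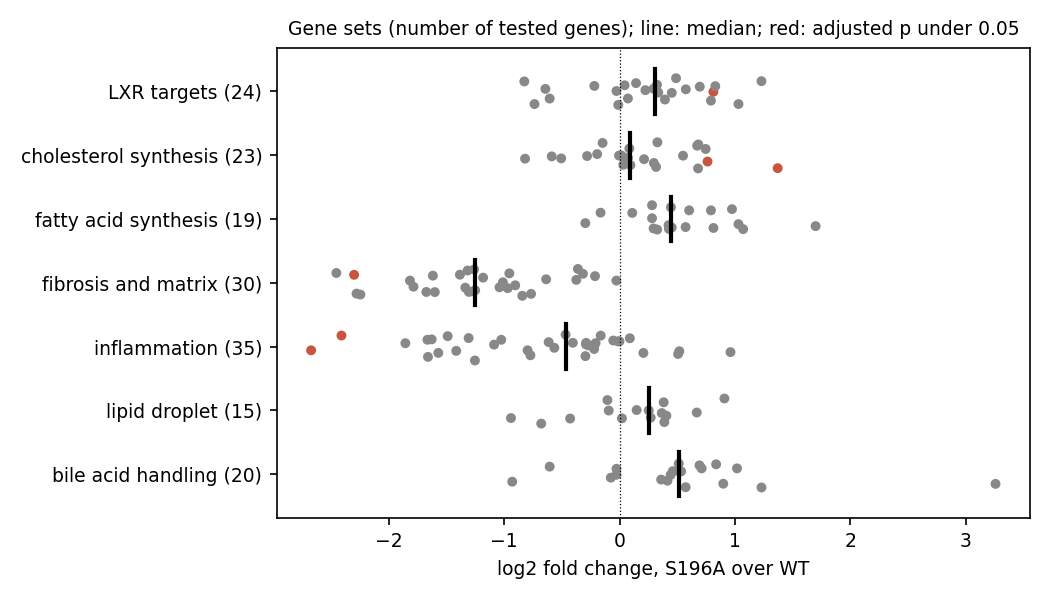
Log2 fold changes (S196A over WT) of the tested genes of 7 comparison sets, with a point for each gene, a line at the set's median and genes at an edgeR adjusted p-value under 0.05 in red. Under TMM scaling all 30 fibrosis and matrix genes lie below 0 (median -1.26), while 17 of 19 fatty acid synthesis genes lie above it (median 0.44).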

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

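The GC and length correction, with and without the replicate block, was chosen after the data were examined. In each of the 17 alternative fits, the GC and length fits included, the genes called in the report kept their direction wherever they were tested. These were 98 of 98 with a mean of at least 50 counts and 112 of 112 in the others. Every called gene already had all S196A mice beyond all WT mice. Fits to the same livers could hardly reverse such genes, so a kept direction says little about how stable they are. How many passed was not stable, and the cause was not tested. Counts within 1.5 times of 112 came from RLE scaling (104), the stricter filter (96), limma-voom (92), the robust prior (134), a 1.3-fold minimum (112), upper quartile scaling (167) and the GC and length correction (149). Those last alternatives differed by more in one direction, with 126 genes lowered under upper quartile scaling and 61 raised under the GC and length correction.

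More genes were called with no filter (264, of which 93 raised and 171 lowered), the DESeq2 Wald test (698, 287 and 411), limma-voom with sample quality weights (224, 83 and 141), an adjusted p-value under 0.1 (484, 172 and 312) and an unadjusted p-value under 0.01 with at least a 1.3-fold change (858, 330 and 528). Fewer were called with the replicate block (17, of which 7 raised and 10 lowered). The replicate block with the GC and length correction called 0 genes, 0 raised and 0 lowered, with 1817 at an unadjusted p-value under 0.05. Across the 6 fits that each left out one mouse, calls ranged from 0 to 178 genes, raised genes from 0 to 53 and lowered genes from 0 to 125. The fits without WT replicate 1 or 2 called 0 genes, with 2007 and 1591 at an unadjusted p-value under 0.05, and the 178 came without WT replicate 3.

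Nr1h3 stayed raised in every fit and passed the threshold under DESeq2 (0.58, adjusted p-value 0.0293) and the GC and length correction (0.67, adjusted p-value 0.0490), with a range of 0.47 to 0.66 over the fits without one mouse.

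For the sets, estimating the correlation in camera left the medians as they were (0.31 for LXR targets, 0.0935 for cholesterol synthesis, 0.44 for fatty acid synthesis, -1.26 for fibrosis and matrix, -0.47 for inflammation, 0.51 for bile acid handling) but took all 6 above the threshold, with adjusted p-values from 0.0628 to 0.205. The fry rotation test, which also allows for correlation within a set but asks whether the set changed by itself, kept LXR targets (0.0192), fatty acid synthesis (0.0186), cholesterol synthesis, fibrosis and matrix, and inflammation (0.0391 each) past the threshold, while bile acid handling (0.51) missed it at 0.125. Cholesterol synthesis had a median of 0.0327 and an adjusted p-value of 0.0501 with sample quality weights, and ranged from -0.0144 to 0.25 without one mouse, changing sign without S196A replicate 3 and missing the threshold without WT replicate 3 (adjusted p-value 0.0697) and without S196A replicate 1 (0.0515). Lipid droplet genes ranged from 0.11 to 0.29 without one mouse and reached 0.34 with the GC and length correction, and passed in 1 alternative, the fit without S196A replicate 1. The other 5 sets kept their direction in every alternative, fibrosis and matrix from -1.48 to -0.87. The cause was not tested.

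Among the other named genes, leaving out one mouse made 74 results weaker and 2 stronger and reversed 3, and the other alternatives made 33 weaker and 11 stronger and reversed 2. Abca1 reversed under upper quartile scaling (-0.0203) and the GC and length correction (-0.00016), and ranged from -0.0820 to 0.12 without one mouse. Cyp7a1 ranged from -0.22 to 4.15 without one mouse and changed sign without S196A replicate 3.

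Scaling moved the whole profile. TMM factors averaged 1.06 in WT and 0.947 in S196A libraries, and the median log2 fold change of all genes was -0.14 without scaling and 0.01 with TMM, so all changes are relative to that shift. RLE (0.02) and upper quartile scaling (-0.05) also centre the profile and cannot show whether total mRNA differed. In simulated data with 3 mice against 3 and 200 changed genes, 38.5% of 2-fold changes and 0.167% of 1.5-fold changes were recovered. The adjusted threshold depends on how many genes change, and 2115 real genes had an unadjusted p-value under 0.05. These shares therefore need not hold in the real data, where the smallest called log2 change was 0.62. Changes of those sizes could still be missed in single genes.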

Other observations

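The tests of lipid-associated macrophage markers, of sex-biased genes and of gallbladder tissue were chosen only after the results they bear on were seen, and the cell-type lists were written once the changed genes were known.

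The genotype split was compared with the other splits of the 6 livers into 3 and 3. Of the 4 splits that part all 3 same-numbered pairs, 1, the genotype split itself, gave as many changed genes, and the same held for raised genes (1 of 4 splits) and lowered genes (1 of 4 splits). The other 3 of these splits called 0 genes with at most 1120 at an unadjusted p-value under 0.05, against 2115 for genotype, and the 6 splits that keep some pairs together called at most 1. For the size of a set's median, the count was 1 of 4 splits for LXR targets, 1 for fatty acid synthesis, 1 for fibrosis and matrix, 1 for inflammation and 1 for bile acid handling, but 2 of 4 splits for cholesterol synthesis and 2 for lipid droplet genes. For inflammation a split outside those 4, WT replicates 1 and 3 with S196A replicate 3, gave a median of nearly the same size (0.4677 against 0.4686). With 10 splits in all the share cannot fall below 0.1, so none of these results can be told apart from an accidental grouping of mice by this test alone.

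Technical explanations for the changed genes were tested in turn. Library size was alike (ratio of means 0.998, S196A over WT), and the share of counts in the 10 most abundant genes differed by 0.52 percentage points with overlapping groups. Alb alone did separate the groups. It took 6.2%, 6.5% and 5.0% of gene counts in WT replicates 1 to 3 and 9.3%, 8.1% and 7.7% in S196A replicates 1 to 3. A difference in composition was therefore not excluded. Clock genes did not shift in opposite directions, with medians of 0.0635 for genes peaking near dark onset and 0.33 for those near light onset, or 0.19 and 0.40 with the replicate block. The summed CPM of pancreatic acinar markers differed at most 1.59-fold between livers, but that sum was mostly Cela1. The other 22 acinar markers together had 5, 1 and 2 reads in WT and 6, 11 and 33 in S196A libraries. Cela1 was the only acinar marker tested and was not called, and the others could not have been called. Adipose markers did separate the groups, at 42.8, 61.2 and 33.4 CPM in WT and 82.3, 170 and 118 in S196A. Their median was 1.06 (0.96 with the replicate block), as large in 1 of 10 splits. Only 2 of the 7 listed were tested and the sum was mostly Car3, so adipose tissue in S196A samples was neither shown nor excluded. Red cell markers had a log2 ratio of -0.39, which cannot speak for blood content, since all 6 globin genes are listed at 0 in every library and the sum was mostly Alas2. Blood left in the livers therefore remains untested. Nnt, which differs between C57BL/6 substrains, had a log2 fold change of 0.37 (0.41 with the replicate block, adjusted p-value 0.369), short of a 2-fold difference. Of the 50 tested genes nearest Nr1h3, 16% had an unadjusted p-value under 0.05 against 16.4% elsewhere (Fisher's exact p-value of 1), and 0 of them were called, with 8 at an unadjusted p-value under 0.05. After the GC and length correction 92.9% of the called genes were still called. With the replicate block as well, 0 were called (smallest edgeR adjusted p-value 0.0764). All 112 kept their direction, which their full separation of the groups made nearly certain beforehand. A batch or cage difference that coincides with genotype cannot be tested with these labels, and the pattern cannot be told apart from it.

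Transcripts of the matrix and inflammation sets were lowered on average, although for inflammation the mice overlapped. Fewer non-hepatocyte cells of every kind is a candidate explanation. Sinusoidal endothelial markers showed no fall, with a median log2 fold change of 0.20 (13 of 16 higher). Resident macrophage markers had a median of 0.40 but went both ways (7 of 11 higher). C1qb (-0.40) and C1qc (-0.23) were among the 4 lower. Timd4 (2.75, edgeR adjusted p-value 0.0579), Marco (1.40) and Clec4f (0.80) were among the 7 higher. For each list 2 of the 10 splits, genotype included, gave a median as large, and no member was called. A general loss as large as the fall in matrix transcripts was thus not seen in endothelial markers. Fewer resident macrophages were neither shown nor excluded. Hepatocyte markers had a median of 0.37 (14 of 16 higher, as large in 1 of 10 splits), above the endothelial one. A milder loss of endothelial cells relative to hepatocytes therefore remains possible. The hepatocyte median was also above that of the LXR target set (0.31). It was not far below those of fatty acid synthesis (0.44) and bile acid handling (0.51). The rise of these sets was thus not separated from a rise of hepatocyte transcripts in general. Lymphocyte markers had a median of 0.43 (11 of 12 higher, as large in 5 of 10 splits). Stellate cell markers hardly moved (-0.11, 4 of 10 higher). Markers of lipid-associated macrophages were lower in all 13 cases, with a median of -1.23. Because that list was drawn up once related genes had been seen to fall, it cannot settle the matter, and a smaller lipid-associated macrophage population in S196A livers, or lower expression per cell, remains a hypothesis that cell counts or single-cell data could test. These directions held under TMM, RLE and upper quartile scaling.

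Bile duct cell markers had a median of -1.48, with all 10 lower under TMM and a median below 0 under RLE and upper quartile scaling too. Gallbladder tissue in some WT livers is a candidate source. The summed CPM of gallbladder and bile duct markers differed up to 6.04-fold between livers, at 336, 450 and 340 in WT and 74.4, 112 and 116 in S196A. All 3 WT mice were high, and Spp1 dominates this sum. Of the 8 tested genes on that list 7 were lower, most of them also bile duct markers, so the list is not an independent check. The 1 higher gene, Krt23, rose from 4.10 to 14.5 CPM (log2 fold change 1.83, edgeR adjusted p-value 0.0550), which WT gallbladder tissue would not predict. The test therefore does not separate gallbladder tissue from a milder bile duct reaction to the cholate diet in S196A mice.

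Cyp2c69, among the raised genes, belongs to a family with sex-biased members in liver, which raised the question of whether the sex-biased programme had shifted in one direction. Under TMM, female-biased genes had a median of 0.75 (16 of 20 higher), and 1 of the 10 splits, that by genotype, gave one as large. Male-biased genes went both ways, with a median of 0.13 (10 of 17 higher), and 6 of the 10 splits gave one as large. Without any scaling, where the median of all genes was -0.14, the male-biased median was -0.05. The 2 medians did not have opposite signs under TMM, RLE or upper quartile scaling, but these scalings shift all genes alike. Some male-biased genes were already low in these females and could hardly fall, such as Slco1a1 (0.79 CPM in WT) and Susd4 (0.60). Female-biased genes were thus raised as a list, while a fall of male-biased genes was neither shown nor excluded.

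Proliferation markers summed to 249, 384 and 98.5 CPM in WT replicates 1 to 3 and to 91.2, 149 and 222 CPM in S196A replicates 1 to 3. Of the 23 tested, 22 were lower in S196A on average, yet the groups overlapped and 4 of the 10 splits gave a median as large, so the number of genes moving together overstated the evidence for a difference.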
